A study of Drosophila melanogaster with 12 samples.

How the data were processed

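RNA was measured in GFP-labelled cells sorted from the posterior midgut (regions R3 to R5) of virgin Drosophila females, which the labels call early enterocytes. Flies carrying myoIA-Gal4, UAS-GFP and tubGal80ts were crossed to Canton-S (control), to UAS-SvbRNAi, to UAS-SvbACT::GFP or to UAS-Svb3Kmut::GFP, which the labels name SvbREP. The transgenes were induced for 6 days at 29 °C and guts were taken at 9 days of age. There were 3 libraries for each of 4 genotypes, made on different days, 12 libraries in all. Per the labels, RNA was purified with MasterPure, libraries were made with Ovation SoLo, and single reads of 100 nt were taken on a NovaSeq. The control cross differed from the other 3 in the parental stock as well as in the transgene, so genotype and stock cannot be separated in any comparison with control. The SvbACT and SvbREP crosses also used different transgenic stocks, so form and stock cannot be separated between them either.

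The authors' deposited table holds counts for 8802 genes, as whole numbers per gene and library. The aligner, counting tool, genome build, annotation, strand setting, handling of reads with several matches, use of molecular identifiers and the rule that chose these genes are not stated, so what the authors did before the counts is known only from the labels. The deposited table also holds the authors' log2 fold changes and p-values for 3 comparisons with control, and a score of -1, 0 or 1 per gene for each comparison that records the authors' call of lower, not called or higher. The tool name edgeR appears with the table, but its version, model, normalization and threshold are not stated. The deposited calls equalled a Benjamini-Hochberg adjusted p under 0.05 of the deposited p-values in 8802 of 8802 genes in each comparison. The table ends with 1 second header line that names 12 other columns and carries no values, which were not used here. Of the 8802 gene identifiers, 8686 were matched to a symbol in a reference table for the BDGP6.54 assembly. Symbols were missing for 73 genes, and 5 symbols that were plain numbers were replaced by the reference symbol. That reference was used only for names, for which genes neighbour one another and for which genes share exon positions, since the build used by the authors is not stated.

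Library totals ran from 3209182 to 8881488 counts. They were 5572547, 5346713 and 3909657 in control replicates 1, 2 and 3, then 3209182, 4850077 and 8222486 in the libraries labelled svb RNAi. They were 7409000, 8881488 and 4695678 in SvbACT and 7652286, 5400403 and 3355847 in SvbREP. A floor of 3 counts, under which a transcript that is present can still give 0 counts by sampling, corresponded to 0.338 to 0.935 CPM (counts scaled to a common library total) across libraries. Folds against a group whose libraries were all at or under 3 counts are given as lower bounds computed against that floor. The floors cover counting error only, not biological spread. Differences within every pair of replicates exceeded sampling noise, with a chi-square per degree of freedom of 7.79 to 45.8, and the Spearman correlation across genes was 0.947 to 0.982 within genotypes. The 10 genes with the most counts held 7.42% to 8.44% of a library.

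Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, which left 8296 genes, and libraries were scaled by TMM. A quasi-likelihood (QL) model with the genotype as the only factor was fitted to the 12 libraries, and 4 contrasts were tested two-sided: each of 3 genotypes against control, and SvbACT against SvbREP. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05, and adjusted p-values quoted for genes come from this edgeR QL test. The common dispersion was 0.0879, a biological coefficient of variation of 0.296. Standard errors (SE) of log2 fold changes were derived from the QL F statistic. Means are given with the SD over 3 libraries in TMM-scaled CPM. Calls shared between genotypes were counted beside the number expected from multiplying the shares of calls, and log2 fold changes were correlated across genes as a description, since genes are not independent replicates. Genotypes compared with control share the control libraries, so these correlations were also computed with disjoint control libraries in 6 assignments.

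Gene lists were tested with camera in limma 3.58.1 on voom log2 CPM, two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 24 tests (6 lists, 4 contrasts). List medians in a contrast are medians of voom log2 fold changes, whereas log2 fold changes of single members are edgeR estimates. The lists (epidermal Svb targets, enterocyte, digestive enzymes, progenitor, enteroendocrine, immune and JAK/STAT genes), the tests, the contrasts and the rule for naming genes were fixed before the data were examined. By that rule ovo is always named. For each contrast with control, up to 4 genes with the largest rise and up to 4 with the largest fall are named, and up to 3 each way for SvbACT against SvbREP. Such genes had to be called, to have all 3 libraries of a group above all 3 of the other, and to reach a mean of 10 CPM in the higher group. Up to 5 genes called in opposite directions in SvbACT and SvbREP, and up to 5 called in the same direction in the libraries labelled svb RNAi and SvbREP, were named in order of the smaller absolute change, with the same minimum. List members may be named. Any other gene that is named was chosen after its values were seen.

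Replicate numbers differ between the titles and the descriptions of the libraries labelled svb RNAi: title replicates 1, 2 and 3 carry description numbers 3, 1 and 2. Both numberings were therefore tested as a block, with an exact test over the 216 numberings of libraries within genotypes. Alternatives tried were DESeq2 1.42.0, limma voom, the DESeq2 size factors in edgeR, library totals without TMM, no filter on low counts, a mean of at least 10 CPM, only the compared genotypes in the model, both replicate blocks, stricter thresholds, an inter-gene correlation of 0.05 for gene lists and leaving out each library in turn. The edgeR likelihood ratio test (LRT), alone and together with library totals and no filter, was added after the data had been seen.

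The methods were tested on simulated data with this design, holding 8166 tested genes of which 194 were changed. The QL test recovered 58.2% of changed genes and 80.6% of those with a log2 change of 2, with 8 false calls, 6.61% of its calls. DESeq2 recovered 67.5% with 17.1% false, voom 57.7% with 5.08% false, and the LRT 68.6% with 18.9% false. The QL test with the replicate block from the description numbers recovered 55.7% with 6.09% false. The simulated genes varied independently, changed in SvbACT only and had no noise shared between same-numbered libraries. Error rates in the real libraries may therefore differ. Of 56 genes considered for naming, 55 were placed in the reference annotation and 21 of them share exon positions with another annotated gene, 12 of them with a gene that is also in the deposited table. Since strand and multiple-match settings are not stated, counts of such genes, and of members of close multigene families, are uncertain in which gene they belong to. GC content and gene length were not checked, since sequences of the build used by the authors were not used here. Reads were not analysed here. Other tools were Python 3.11.15, pandas 2.3.3 and, for the figures, matplotlib 3.10.9.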

Results

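The comparisons address which transcripts change in early enterocytes when the gene ovo (FBgn0003028), which encodes Shavenbaby (Svb), is targeted by RNAi or when its activator form (SvbACT) or repressor form (SvbREP) is expressed. Transcript levels of ovo itself were examined first as a check of the labels. Raw ovo counts were 63, 11 and 5 in the control libraries and 21, 78 and 65 in the libraries labelled svb RNAi. Means were 5.09 ± 5.89 CPM (counts scaled to a common library total, mean ± SD over 3 libraries) in control and 9.40 ± 4.75 CPM in the libraries labelled svb RNAi. The log2 fold change was 0.83 (SE 0.69, edgeR QL adjusted p 0.468), with a 95% interval from -0.66 to 2.32, so ovo was not lower in the libraries labelled svb RNAi. Counts were 1604, 1612 and 493 in SvbACT (175 ± 66.4 CPM) and 4019, 1223 and 570 in SvbREP (313 ± 194 CPM). The log2 fold change against control was 5.04 (SE 0.69, adjusted p 0.00301) in SvbACT and 5.88 (SE 0.70, adjusted p 0.00186) in SvbREP. Between SvbACT and SvbREP ovo was not called (log2 fold change -0.84, SE 0.54, unadjusted p 0.144, adjusted p 0.999). Its log2 fold change with the replicate block from the description numbers (pairing check 0.250) was -0.72 (95% interval -1.23 to -0.22, adjusted p 0.396, and 0.396 to 1 over the alternatives). SvbACT was below SvbREP in 3 of 3 same-numbered pairs, so a lower level of ovo in SvbACT is not excluded. Exon positions of ovo are shared with a noncoding gene on the opposite strand that is also in the deposited table, so a part of these counts is uncertain in origin.

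**Figure D1:**
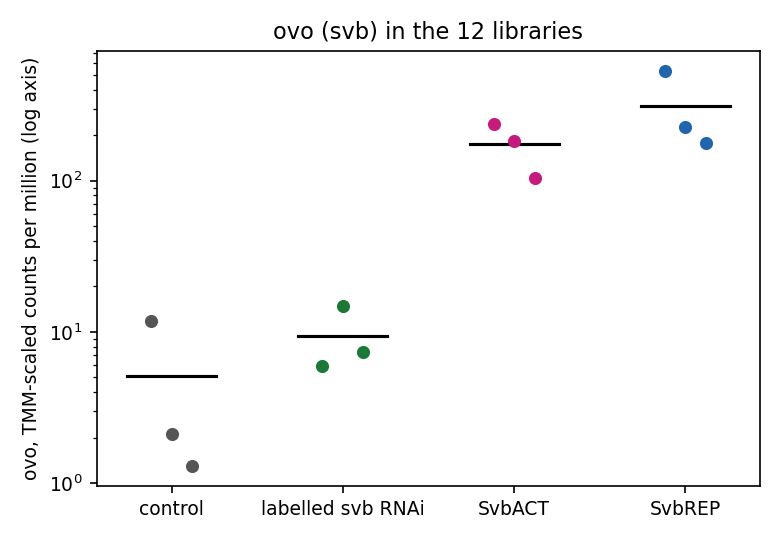
TMM-scaled CPM of ovo (log axis) in the 12 libraries, with a point per library and a bar at the mean of each genotype. Means are 5.09 in control, 9.40 in the libraries labelled svb RNAi, 175 in SvbACT and 313 in SvbREP.

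The ovo log2 fold change with the replicate block from the description numbers was 0.98 (SE 0.34, 95% interval 0.24 to 1.72) in the libraries labelled svb RNAi, 5.29 in SvbACT and 6.01 in SvbREP, against 0.83, 5.04 and 5.88 without a block. The adjusted p in the libraries labelled svb RNAi was 0.0608 with this block, and it ran from 0.0608 to 0.804 over the alternatives. Deviations of libraries from their genotype means were correlated across genes to see whether either numbering pairs the libraries. Libraries with the same description number had a mean correlation of 0.250. Other pairs had -0.123, a value that centring on the genotype means nearly fixes, so it is no separate evidence. Only 1 of the 216 numberings gave a same-number mean as high as 0.250 (exact p 0.00463). For the title numbers the mean was 0.0152, reached by 80 of 216 numberings (exact p 0.370). The first 3 principal components held 22.8%, 17.8% and 16.5% of the variance. On component 1, the control libraries lay from -51.7 to -24.3 and the libraries labelled svb RNAi from 8.87 to 40.3, with the SvbACT and SvbREP libraries from -20.1 to 18.7. On component 2, the library with description number 1 was the highest of its genotype in each of the 4 genotypes. It lay at 5.56 in control, 45.4 in the libraries labelled svb RNAi, 16.1 in SvbACT and 27.4 in SvbREP. On component 3, the 6 SvbACT and SvbREP libraries lay from -29.7 to -16.7, while the control libraries and the libraries labelled svb RNAi lay from 6.27 to 36.1.

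Of 8296 genes tested, 924 differed from control in the libraries labelled svb RNAi at an edgeR QL adjusted p under 0.05, 407 higher and 517 lower. In SvbACT 128 genes differed, 57 higher and 71 lower. In SvbREP 100 genes differed, 44 higher and 56 lower. Between SvbACT and SvbREP 6 genes differed, 4 higher and 2 lower in SvbACT. At an unadjusted p under 0.05 the counts were 2331, 1130, 1078 and 425. With the replicate block from the description numbers, for which the pairing check gave 0.250, the counts were 1629, 320, 295 and 32, and these included each of the genes called without a block. The block from the titles, for which the check gave 0.0152, gave 940, 69, 44 and 10. The genes called in the libraries labelled svb RNAi depended on scaling in their direction. By TMM 44% of 924 calls were higher, and by library totals 66.8% of 1157 calls were higher (773 higher, 384 lower), with 790 genes called under both. The median log2 fold change of all genes was 0.01 by TMM and 0.16 by library totals. TMM factors were 1.07 to 1.09 in the libraries labelled svb RNAi and 0.914 to 1.00 in the others.

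**Figure D2:**
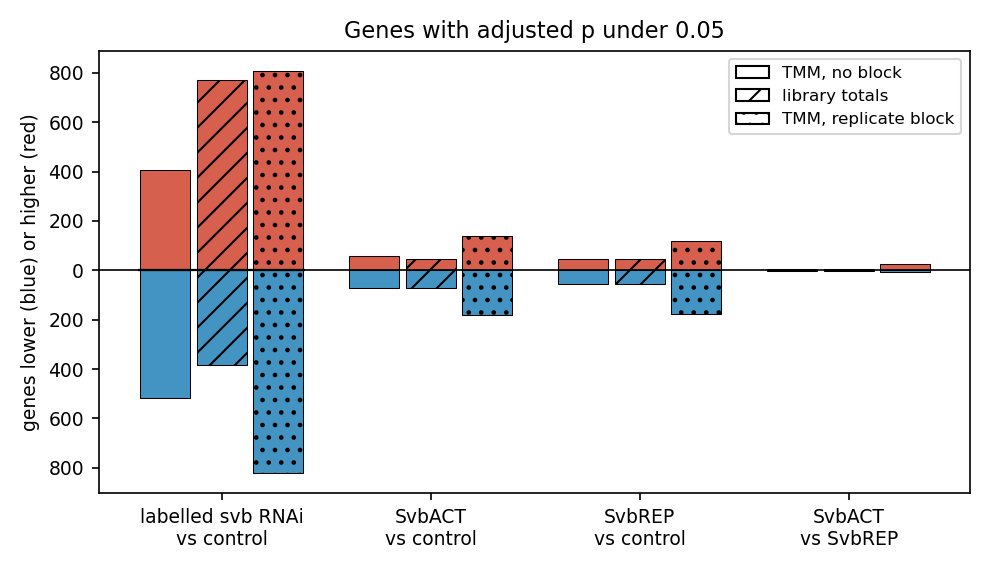
Numbers of genes with an adjusted p under 0.05 (vertical axis, genes higher in red above 0 and lower in blue below 0) in the 4 comparisons, by TMM without a block, by library totals and by TMM with the replicate block from the description numbers. In the libraries labelled svb RNAi the bars show 407 higher and 517 lower by TMM, 773 and 384 by library totals, and 808 and 821 with the block.

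The authors' deposited table calls 1236 genes in the comparison labelled svb RNAi, 809 higher and 427 lower, which is 65.5% higher. The authors' deposited table calls 280 genes in SvbACT (116 higher, 164 lower) and 258 in SvbREP (98 higher, 160 lower). Of the genes called here, 777 of 924, 128 of 128 and 98 of 100 are also called in the authors' deposited table. Log2 fold changes in the authors' deposited table for the libraries labelled svb RNAi were higher than the TMM values by a median of 0.16. From values by library totals they differed with an SD over genes of 0.00741, 0.00563 and 0.00790 in the 3 comparisons. For ovo the authors' deposited table gives a log2 fold change of 1.04 (p 0.0634) in the libraries labelled svb RNAi, 5.07 in SvbACT and 5.95 in SvbREP.

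In the libraries labelled svb RNAi, in which ovo was not lower, Syt4 (FBgn0028400) was among the genes that fell. Its counts were 158, 171 and 90 in control and 0 in each of the 3 libraries, at least 48.6-fold lower (adjusted p 0.000169). Syt4 was also at least 60.4-fold lower in SvbACT (adjusted p 0.000635) and at least 45.4-fold lower in SvbREP (adjusted p 0.000622). The noncoding gene hpRNA:CR32207 (FBgn0052207) was at least 24-fold lower in the libraries labelled svb RNAi (adjusted p 0.000156), and it was not called in SvbACT (log2 fold change -1.55) or SvbREP (0.37). Transcripts of stl (FBgn0086408) fell from 292 ± 78.2 CPM in control to 7.20 ± 2.54 CPM, a log2 fold change of -5.40 (SE 0.41, adjusted p 4.63e-05). CG17145 (FBgn0036953) had a log2 fold change of -6.37 (SE 0.75, adjusted p 0.000376). AstA-R1 (FBgn0266429) rose from 21.1 ± 5.44 to 229 ± 47.3 CPM, a log2 fold change of 3.44 (SE 0.32, adjusted p 0.000156). It also rose in SvbACT (2.70) and SvbREP (2.35). Larger rises were seen in LManIV (FBgn0032067; 5.42, SE 1.10, adjusted p 0.00870), snRNA:U5:34A (FBgn0003935; 4.40, SE 0.96, adjusted p 0.0125) and LManIII (FBgn0032066; 3.74, SE 1.10, adjusted p 0.0452). These 3 genes and CG17145 have close relatives, so their counts are uncertain in origin. They also varied widely between libraries, as LManIV had 80, 961 and 55 counts in the 3 libraries labelled svb RNAi.

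In SvbACT, mfr (FBgn0266757) had 352, 494 and 181 counts (48.8 ± 9.15 CPM) against 0 in each control library, at least 76.3-fold higher (adjusted p 0.00103). The gene blanks (FBgn0035608) was at least 29.4-fold higher in SvbACT (adjusted p 0.000657) and at least 24.3-fold higher in SvbREP (adjusted p 0.000909). Ugt49B1 (FBgn0027073) rose in SvbACT (log2 fold change 5.10, SE 0.63, adjusted p 0.00162) and in SvbREP (4.26, SE 0.63, adjusted p 0.00670). The small nuclear RNA gene snRNA:U5:34A, whose copies are uncertain in origin, was also called in SvbACT (4.20, SE 0.96, adjusted p 0.0490). CG6912 (FBgn0038290) stood at 75.7 ± 7.73 CPM in control and was at least 160-fold lower in SvbACT (adjusted p 4.30e-06) and at least 120-fold lower in SvbREP (adjusted p 9.23e-06). It was not called in the libraries labelled svb RNAi (-0.53, adjusted p 0.216). CG3984 (FBgn0038291) was at least 29.6-fold lower in SvbACT (adjusted p 0.000840). The antisense gene asRNA:CR45600 (FBgn0267160) had a log2 fold change of -6.69 (SE 0.70, adjusted p 0.000657) in SvbACT and -7.48 (SE 0.77, adjusted p 0.000622) in SvbREP. It shares exon positions with both CG6912 and CG3984, so these 3 are not independent and their counts are uncertain in origin.

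In SvbREP, IRSp53 (FBgn0052082) rose by a log2 fold change of 3.40 (SE 0.44, adjusted p 0.00303) and nAChRalpha6 (FBgn0032151) by 3.36 (SE 0.71, adjusted p 0.0414). Both were also called higher in SvbACT, IRSp53 by 2.77 (adjusted p 0.0107) and nAChRalpha6 by 3.74 (adjusted p 0.0274). CG12057 (FBgn0030098) had a log2 fold change of -5.48 (SE 1.12, adjusted p 0.0374), with 7.07 ± 3.93 CPM in SvbREP against 332 ± 235 CPM in control. The 6 genes that differed between SvbACT and SvbREP were mfr (log2 fold change 7.56, SE 0.83, adjusted p 0.0132), rdog (FBgn0039644; 2.02, SE 0.27, adjusted p 0.0132), piwi (FBgn0004872; 1.88, SE 0.30, adjusted p 0.0365), CG42524 (FBgn0260429; -3.83, SE 0.56, adjusted p 0.0175), Ncc69 (FBgn0036279; -1.55, SE 0.21, adjusted p 0.0132) and rst (FBgn0003285; 1.75), the last chosen after its values were seen. Ncc69 stood at 50.3 ± 16.2 CPM in SvbACT, 148 ± 16 CPM in SvbREP and 186 ± 14.0 CPM in control. Exon positions of mfr and piwi are shared with an opposite-strand gene that is also in the deposited table.

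Expression of an activator form and of a repressor form of the same factor allows for changes in opposite directions, and 0 genes were called in opposite directions in SvbACT and SvbREP, where 1130 and 1078 genes had an unadjusted p under 0.05. The shares of calls multiply to 0.761 opposite genes, so 0 opposite calls says little by itself. Of the 6 genes that differed between SvbACT and SvbREP, 4 had log2 fold changes of opposite sign against control without being called in both: CG42524 (-2.01 in SvbACT and 1.83 in SvbREP), rdog (1.13 and -0.89), piwi (1.62 and -0.26) and rst (0.81 and -0.94). The SvbACT and SvbREP crosses used different transgenic stocks, so a difference of stock is not excluded for these 6 genes. Calls in the same direction numbered 61, 29 higher and 32 lower, where the shares of calls multiply to 0.782 genes. Of the SvbACT calls, 95.3% had the same sign in SvbREP. The log2 fold changes of SvbACT and SvbREP against control correlated across genes with a Pearson r of 0.72 and a Spearman rho of 0.67. Genes are not independent replicates and the control libraries are shared. With disjoint control libraries r had a mean of 0.43 over 6 assignments (0.33 to 0.50), beside 0.78 for shared controls of the same number. Fitting the replicate block from the description numbers, which had a pairing check of 0.250, gave an r of 0.73, with 162 calls in the same direction and 1 opposite.

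**Figure D3:**
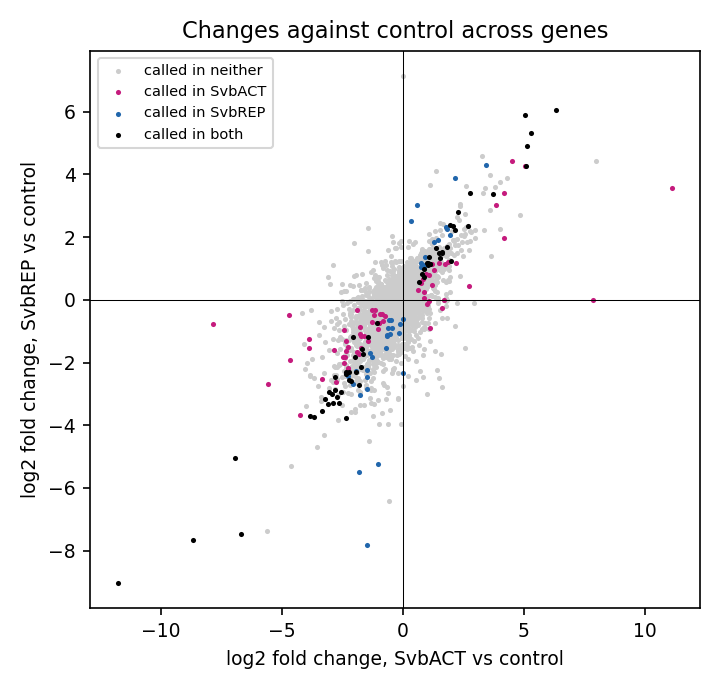
Log2 fold change against control of each of 8296 genes in SvbREP (vertical axis) and in SvbACT (horizontal axis), coloured by whether the gene was called in neither, in SvbACT, in SvbREP or in both. The 61 genes called in both lie in the 2 quadrants of equal sign, and r across genes is 0.72.

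The libraries labelled svb RNAi, in which ovo was not lower, and SvbREP shared 50 calls in the same direction and 1 opposite, where the shares multiply to 5.65 and 5.49. The libraries labelled svb RNAi and SvbACT shared 66 in the same direction and 0 opposite, where the shares multiply to 7.22 and 7.04. At an unadjusted p under 0.05, 2331 and 1130 genes entered this last comparison. With the replicate block from the description numbers (pairing check 0.250) the same and opposite calls were 177 and 7 with SvbREP and 196 and 5 with SvbACT. Pearson r across genes was 0.54 with SvbREP and 0.60 with SvbACT without a block, and 0.57 and 0.61 with it. With disjoint controls r fell to 0.30 with SvbREP and 0.36 with SvbACT, where shared controls of the same number gave 0.63 and 0.68. Genes called in the same direction in the libraries labelled svb RNAi and SvbREP included CG7120 (FBgn0035888; log2 fold changes -3.99 and -3.73), CG18180 (FBgn0036024; -2.40 and -2.41), shu (FBgn0003401; 2.80 and 2.35) and Ugt49B1 (3.33 and 4.26). These changes were not particular to that pair. In SvbACT, CG7120 (-3.66), shu (2.07) and Ugt49B1 (5.10) were called in the same direction too. CG18180 was lower in SvbACT without being called (-2.25, adjusted p 0.0546). CG18180 belongs to a family of similar proteases and is uncertain in origin. The opposite gene was Irc (FBgn0038465; -3.30 and 2.26), chosen after its values were seen. In total 1005 genes were called in at least 1 genotype against control, and 31 were called in all 3, each in the same direction in all 3.

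Among the 6 gene lists, the enteroendocrine list (15 of 15 members tested) was lower than control in SvbACT, with a median log2 fold change of -2.10 (camera adjusted p 3.05e-07), and in SvbREP, with -2.18 (adjusted p 2.30e-10). With the replicate block from the description numbers, for which the pairing check gave 0.250, the medians were -2.26 and -2.33. The list median lay below each control library in 3 of 3 SvbACT and 3 of 3 SvbREP libraries. AstA, AstC, CCHa1, CCHa2, IA-2, amon and Syt1 were called lower in both genotypes, 7 genes with adjustment over 8296 genes and 10 genes in each with adjustment over the list alone. In the libraries labelled svb RNAi, in which ovo was not lower, the median was -0.85 and not past the threshold without a block (adjusted p 0.0989), and -0.97 and past it with the block (adjusted p 0.0167). The adjusted p of this list ran from 2.77e-06 to 0.488 over its alternatives. The list median was lower than in the control library of the same description number in 3 of 3 pairs (-0.97 to -0.53), and 1 of 3 libraries lay below each control library. There CCHa2 was lower (log2 fold change -2.14, adjusted p 0.0116) and Orcokinin higher (2.42, adjusted p 0.0354), 2 calls over 8296 genes and 5 over the list alone. Between SvbACT and SvbREP this list did not pass the threshold without a block (0.21, adjusted p 0.0578) or with it (0.11, adjusted p 0.101). It passed by library totals (0.19, adjusted p 0.0346) and with a mean of at least 10 CPM (0.36, adjusted p 0.0495).

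**Figure D4:**
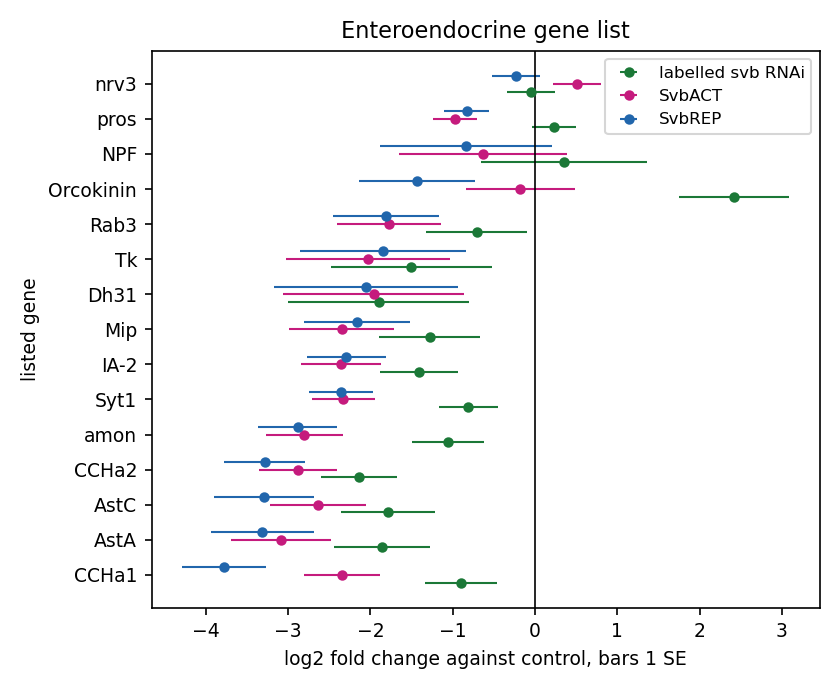
Log2 fold change against control (horizontal axis, bars of 1 SE) of the 15 enteroendocrine list members in the libraries labelled svb RNAi, SvbACT and SvbREP. The plotted values are edgeR estimates. The list medians of the voom estimates, which are not medians of the plotted values, are -0.85, -2.10 and -2.18.

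The digestive enzyme list (38 of 42 members tested) was lower in SvbREP (median -0.75, adjusted p 0.00311, and -0.81 with the block) and higher in SvbACT than in SvbREP (0.46, adjusted p 0.00725, and 0.61 with the block). No member was called singly in SvbREP over 8296 genes, and 1 was with adjustment over the list alone. The list median was lower than in the control library of the same description number in 3 of 3 SvbREP pairs (-1.29 to -0.47), and 2 of 3 SvbREP libraries lay below each control library. In SvbACT against control the median was -0.18 and not past the threshold without a block (adjusted p 0.376), and -0.23 and past it with the block from the description numbers (adjusted p 0.0222, pairing check 0.250). The adjusted p ran from 0.0222 to 0.696 over the alternatives, and 3 of 3 same-numbered pairs were lower (-0.55 to -0.038). In the libraries labelled svb RNAi, where ovo was not lower, the median was -0.37 without the block and 0.069 with it (adjusted p 0.775 without it). Without the block, 21 of 38 members were lower there by the voom estimates and 17 of 38 by the edgeR estimates. The 3 libraries labelled svb RNAi spread from -1.18 to 1.61 around control, so no direction is given. Of its members, Jon44E and Jon65Ai were called lower there and LManIII, LManIV, Mal-A1 and Mal-A6 higher. These genes belong to families of similar sequence, and their counts are uncertain in origin.

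The progenitor list (10 of 12 members tested) was lower in the libraries labelled svb RNAi, in which ovo was not lower. Its median log2 fold change was -0.49 (adjusted p 0.0295), -0.49 with the replicate block from the description numbers (pairing check 0.250) and -0.33 by library totals, and 3 of 3 libraries lay below each control library. The genes esg (-0.88, adjusted p 0.0136), klu (-0.74, adjusted p 0.0170), E(spl)m3-HLH (-0.85, adjusted p 0.0244) and zfh2 (-1.22, adjusted p 0.00341) were called lower, and 5 members were called over 8296 genes and 7 over the list alone. Dl was called higher (1.39, adjusted p 0.00289) and was also higher in SvbACT (1.27, adjusted p 0.0200). The list was higher in SvbACT than in SvbREP (0.23, adjusted p 0.0295, and 0.23 with the block), and it did not differ from control in SvbACT (0.03, adjusted p 0.568) or SvbREP (-0.11, adjusted p 0.397). The enterocyte list (8 of 9 members tested) did not pass the threshold in any of the 4 contrasts, with medians of 0.67, -0.08, -0.16 and 0.17 and the smallest adjusted p at 0.376. Its median in the libraries labelled svb RNAi, in which ovo was not lower, was higher than in the control library of the same description number (pairing check 0.250) in 3 of 3 pairs (0.077 to 1.15), and 2 of 3 libraries lay above each control library. Its member Cad87A was lower in the libraries labelled svb RNAi (-1.82, adjusted p 0.000701) and in SvbREP (-1.06, adjusted p 0.0456). Of the epidermal Svb target list 10 of 14 members were in the deposited table and 6 were tested, and of the immune and JAK/STAT list 6 of 19 were in the table and tested, so most of their members were not assessed. Without a block neither list passed the threshold in any contrast, and 0 members were called in each. With the block the immune list passed between SvbACT and SvbREP (0.30 with it and 0.29 without it). The immune list in the libraries labelled svb RNAi, in which ovo was not lower, was lower in 3 of 3 same-numbered pairs (-1.05 to -0.32) and below each control library in 3 of 3 libraries. The epidermal list was lower there in 3 of 3 pairs (-0.74 to -0.18), and the adjusted p was 0.457 for both lists.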

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

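The likelihood ratio test, alone or with library totals and no filter, was chosen after seeing the data. So was the comparison of disjoint libraries within the same description number. The other alternatives were fixed before the data were examined. Where no cause is given below, the cause was not tested.

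The numbers of called genes without a block were 924 in the libraries labelled svb RNAi, in which ovo was not lower, 128 in SvbACT, 100 in SvbREP and 6 between SvbACT and SvbREP. They were 1629, 320, 295 and 32 with the replicate block from the description numbers, which included each of the 924, 128, 100 and 6. The pairing check gave those numbers a mean correlation of 0.250. With the replicate block from the titles (0.0152) the numbers were 69 in SvbACT, 44 in SvbREP and 10 between SvbACT and SvbREP. DESeq2 called 327, 275 and 41 in these 3 comparisons, and the likelihood ratio test 316, 280 and 37. The likelihood ratio test with library totals and no filter called 323, 269 and 39. DESeq2 and the likelihood ratio test made false calls of 17.1% and 18.9% on simulated data, against 6.61% for the QL test without a block. That simulation had no noise shared between same-numbered libraries. Its error rates may not hold here, and it cannot judge the larger numbers with the block. Limma voom called 36 in SvbREP and 17 between SvbACT and SvbREP, and the model of only the compared genotypes called 47 in SvbREP. A mean of at least 10 CPM left 68 in SvbACT and 10 between SvbACT and SvbREP. At an adjusted p under 0.01 there were 288, 17, 18 and 0, the last beside 425 at an unadjusted p under 0.05. With a minimum absolute log2 fold change of 1 there were 454 in the libraries labelled svb RNAi. Size factors from DESeq2 in edgeR (936, 125, 94 and 6) and no filter (911, 123, 97 and 8) stayed within 1.5 times of the numbers without them. Leaving out a library of a compared genotype (6 fits each) gave 408 to 659, 22 to 113, 18 to 98 and 0 to 7 genes in the same order, the 0 beside 414 at an unadjusted p under 0.05. Leaving out a library of another genotype gave 803 to 1103, 78 to 149 and 69 to 107 genes against control. Such fits change the shared dispersion and also the number of genes tested, 8424 to 8458 against 8296. The cause of these differences was therefore not isolated.

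Library totals in place of TMM moved the split in the libraries labelled svb RNAi from 44% to 66.8% higher and the median log2 fold change of all genes from 0.01 to 0.16. Directions of small changes in that comparison are therefore relative to the scaling.

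Calls in the same direction with the replicate block from the description numbers were 196 (libraries labelled svb RNAi and SvbACT), 177 (libraries labelled svb RNAi and SvbREP) and 162 (SvbACT and SvbREP), with 5, 7 and 1 opposite, against 66, 50 and 61 with 0, 1 and 0 opposite without it. The block from the titles gave 36, 21 and 25, with 1 opposite in SvbACT and SvbREP. DESeq2 gave 182, 139 and 158, with 6 opposite in each of the pairs with the libraries labelled svb RNAi. A mean of at least 10 CPM gave 42 and 35 for the pairs with SvbACT, and 0 opposite in the libraries labelled svb RNAi and SvbREP, where 1976 and 750 genes had an unadjusted p under 0.05 in that setting. Leaving out each of the 12 libraries gave 11 to 78, 7 to 45 and 11 to 68 in the same direction, with 0 to 1 opposite in each pair with the libraries labelled svb RNAi. The correlation across genes fell to 0.36, 0.30 and 0.43 with disjoint control libraries. It was 0.34, 0.32 and 0.43 with disjoint libraries compared within the same description number, an alternative chosen after the data were seen. It stayed at 0.51 to 0.64, 0.46 to 0.59 and 0.64 to 0.75 when a library was left out.

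The ovo result kept its direction and its side of the threshold in each genotype under each alternative that was run. Leaving out a library gave log2 fold changes of 0.37 to 2.41 in the libraries labelled svb RNAi, 4.64 to 6.62 in SvbACT and 5.25 to 7.46 in SvbREP.

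The enteroendocrine list stayed lower and past the threshold in SvbACT and SvbREP under each alternative run, with medians of -2.58 to -1.53 and -2.75 to -1.75 when a library was left out. In the libraries labelled svb RNAi it passed the threshold with the replicate block from the description numbers (-0.97) and by library totals (-0.68), and ran from -1.25 to -0.26 when a library was left out. Between SvbACT and SvbREP it passed by library totals (0.19) and with a mean of at least 10 CPM (0.36), with 0.054 to 0.51 when a library was left out. The digestive enzyme list reversed in the libraries labelled svb RNAi with the replicate block from the description numbers (0.069), and passed the threshold in SvbACT with it (-0.23). With an inter-gene correlation of 0.05, 4 list results no longer passed: digestive enzymes in SvbREP (-0.75) and between SvbACT and SvbREP (0.46), and progenitor genes in the libraries labelled svb RNAi (-0.49) and between SvbACT and SvbREP (0.23). The same 4 results also lost the threshold when a library was left out: digestive enzymes in 1 of 6 fits in SvbREP and 3 of 6 between SvbACT and SvbREP, and progenitor genes in 3 of 6 fits in each of their comparisons. Other list results passed the threshold in 1 of 6 such fits (digestive enzymes in the libraries labelled svb RNAi and in SvbACT, enterocyte genes between SvbACT and SvbREP, epidermal genes in SvbACT) or in 2 of 6 (enterocyte genes in SvbREP, enteroendocrine genes in the libraries labelled svb RNAi and between SvbACT and SvbREP, immune genes between SvbACT and SvbREP). The immune list passed between SvbACT and SvbREP with the replicate block from the description numbers (0.30), and the epidermal list reversed in SvbREP with a mean of at least 10 CPM (0.30).

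When a library was left out, the digestive list ran from -1.13 to 0.47 in the libraries labelled svb RNAi, -0.62 to 0.38 in SvbACT, -1.29 to -0.36 in SvbREP and 0.14 to 1.16 between SvbACT and SvbREP. The enterocyte list ran from 0.075 to 0.83 in the libraries labelled svb RNAi and -0.24 to 0.11 in SvbACT. It ran from -0.80 to 0.15 in SvbREP and -0.27 to 0.86 between SvbACT and SvbREP. The epidermal list ran from -0.90 to -0.25, -0.73 to -0.084, -0.78 to 0.39 and -0.53 to 0.34 in the same order. The immune list ran from -0.66 to -0.34, -0.32 to 0.11, -0.44 to -0.016 and 0.019 to 0.48 in this order. The progenitor list ran from -0.57 to -0.39, -0.089 to 0.13, -0.25 to -0.07 and 0.048 to 0.29 in this order. These fits had no block, so leaving out a library also unbalances the same-numbered pairs.

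For the genes named singly, 100 results were refitted under 1582 alternatives. None of these reversed, 1181 stayed on their side of the threshold and 401 no longer passed: 233 when a library was left out, 58 at an adjusted p under 0.01 and 110 under other settings. All 100 results had been chosen as called, and those with the largest changes also had fully separated libraries. A reversal was therefore unlikely from the start, and its absence is no evidence of robustness. Of the 100, 53 passed under each setting other than the stricter threshold and leaving out a library. Depth limits genes near the floor of 3 counts, 0.338 to 0.935 CPM. Folds are lower bounds only where all libraries of a group were at or under 3 counts. Other values near the floor are fitted and less certain in size. Among them, asRNA:CR45600 had 6, 0 and 0 counts in SvbREP and ran from -11.6 to -6.92 when a library was left out. The gene mfr had 4, 0 and 0 counts in SvbREP and ran from 7.01 to 11.1 between SvbACT and SvbREP.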

Other observations

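The tests of the enteroendocrine list as a source of shared changes, of the interval for ovo, of the numbering by exact enumeration and of shared-control noise for the libraries labelled svb RNAi with SvbREP were chosen only after the result was seen, and the list of cell-division genes was written after the genes shared by 3 genotypes were seen.

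Other splits of the libraries were counted for each comparison of 3 against 3 libraries, with the compared genotypes alone in the model. The real splits gave 959 genes in the libraries labelled svb RNAi, in which ovo was not lower, 142 in SvbACT, 47 in SvbREP and 8 between SvbACT and SvbREP. Of the 4 splits that part each pair of libraries with the same description number, 1 gave as many genes in each comparison, the real split itself, and the other 3 gave 0 genes. At an unadjusted p under 0.05 the real splits held 2379, 1141, 1120 and 358 genes, and these other 3 held 91 to 124, 99 to 256, 51 to 179 and 154 to 243. The 6 splits that leave a pair together gave at most 0, 1, 0 and 3 genes, and at an unadjusted p under 0.05 they held 138 to 358, 55 to 1007, 179 to 609 and 274 to 725. Splits that leave a pair together differ from the real split in that libraries of the same number, which deviate together, lie on the same side. With 10 splits in all the share cannot fall under 0.1, so this count cannot exclude a chance split.

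Transcripts of ovo were not lower in the libraries labelled svb RNAi. Too few ovo counts might hide a fall, and the 95% interval of the log2 fold change had its lower end at -0.66, so a fall of 1 or more on the log2 scale was outside it. With the replicate block from the description numbers (pairing check 0.250) the interval ran from 0.24 to 1.72, and ovo was higher than in the control library of the same number in 3 of 3 pairs. The adjusted p with that block was 0.0608, and it ran from 0.0608 to 0.804 over the alternatives. Reads from the RNAi transgene itself could add to ovo counts, and an RNAi effect on translation or on part of the transcript would not appear in them. Neither was tested, since reads were not analysed here, so a mislabelled genotype and an unseen knockdown both remain open.

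Changes in the same direction in SvbACT and SvbREP may come from noise of the shared control libraries. With disjoint controls the mean r across genes was 0.43, more than 0.5 times the 0.78 with shared controls of the same number, so this noise was not the whole of the pattern. For the libraries labelled svb RNAi with SvbACT the value was 0.36 beside 0.68, also more than 0.5 times. For the libraries labelled svb RNAi with SvbREP it was 0.30 beside 0.63, less than 0.5 times, with 0.17 to 0.39 over the 6 assignments. The 3 ratios lay close to 0.5 and were not shown to differ from one another. Same-numbered libraries deviate together (pairing check 0.250), and these assignments set controls of different numbers against each other, which can lower r. In an alternative chosen after the data were seen, libraries of 1 or 2 numbers were compared only with controls of the same numbers. The disjoint and shared means were then 0.43 and 0.63 for SvbACT with SvbREP, 0.34 and 0.55 for the libraries labelled svb RNAi with SvbACT, and 0.32 and 0.50 with SvbREP. Each was more than 0.5 times, so the ratio under 0.5 for the libraries labelled svb RNAi with SvbREP was not kept when numbers were matched. Neither form of the test removes a difference between the Canton-S cross and the other crosses.

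A difference of genetic background between the crosses might appear as called genes lying side by side. Of the 61 genes called in the same direction in SvbACT and SvbREP, 59 were placed and formed 3 pairs with at most 1 other tested gene between them, against a mean of 0.888 in 10000 expression-matched random sets (permutation p 0.0585). This lay just over the threshold of 0.05, so background linked to the transgenes is not excluded. In 2 of these pairs the genes were CG6912, asRNA:CR45600 and CG3984, which share exon positions and were at or near 0 counts in SvbACT and SvbREP, and the other pair was asp with AstA, which moved in opposite directions. A strain variant at the first locus remains a candidate explanation. The random-set p was 0.367 for the genes called in the libraries labelled svb RNAi and 1 for the 31 genes shared by the 3 genotypes.

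Fewer enteroendocrine cells among the sorted cells could lower their transcripts in SvbACT and SvbREP together. The enteroendocrine list fell in both, with 3.05e-07 as the larger of the 2 camera adjusted p-values and median log2 fold changes of -2.10 and -2.18, in 3 of 3 libraries each. That fall is what prompted the explanation, so it is no independent test of it, and 7 of the 61 shared calls are list members. A smaller contribution of such cells and lower transcription within the sorted cells cannot be separated by these counts. The gene Syt4, at or near 0 counts in the libraries labelled svb RNAi, SvbACT and SvbREP, is not a list member, and in control had 158, 171 and 90 counts. No biological explanation can be set apart from cell content or from background here.

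More genes were higher than lower in the libraries labelled svb RNAi by library totals, which a few genes taking most of the counts might produce. Taken as a difference of mean log2 values with 0.5 added to each count, which is not the edgeR estimate of 0.16, the median log2 fold change without TMM was 0.143 with the totals of all genes and 0.122 with the 50 genes with the most counts left out of the totals, which held 18.8% of counts. The shift kept more than 0.5 times its size, so the 50 genes were not the main source. With 200 genes left out, 38.4% of counts, it was 0.0702, less than 0.5 times, which suggests that the shift is spread over many more than 50 abundant genes. Under TMM the 830 genes with the highest counts had a median of -0.19, and the 830 genes with the lowest had -0.32. Of 10 groups of genes ordered by expression, groups 3 to 8 had medians of 0.012 to 0.15. Groups 2 and 9 had -0.13 and -0.042. The 830 lowest genes also had negative medians in SvbACT (-0.42) and SvbREP (-0.34). Which scaling is right was not tested.

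Libraries with the same description number deviated together, with a mean correlation of 0.250 and a share of 0.00463 of the 216 numberings as high, the smallest share the numberings can give. Chance numbering is therefore unlikely for the description numbers, and these may follow the days on which libraries were made, which the labels do not list. Between genotype pairs the mean ran from 0.190 to 0.283 for description numbers. For title numbers the 3 pairs with the libraries labelled svb RNAi gave -0.204, -0.165 and -0.219. This pattern has no biological explanation in the design.

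Cell-division genes were frequent among the 31 genes called in the same direction in the 3 genotypes: 11 of them (asp, mud, rod, stg, thr, PCNA, pav, Kmn1, feo, cmet and BubR1) were in a list of 68, all 11 higher than in control. These names were chosen after their values were seen. The test was made on 54 other tested genes of the list. Their median log2 fold change was 1.13 in the libraries labelled svb RNAi, in which ovo was not lower, 0.69 in SvbACT and 0.63 in SvbREP, with 50 of 54 genes higher in each and 3 of 3 libraries above each control library. The largest of the 3 camera adjusted p-values was 2.41e-16. It rests on the small preset inter-gene correlation, and the larger value tried for the other lists was not tried for this list. If the 54 genes vary together more than that, the p-value overstates the evidence. They were also measured in the same libraries that prompted the list, so the p-value is no independent test. With the replicate block from the description numbers (pairing check 0.250) the medians were 1.12, 0.68 and 0.63. By library totals they were 1.28, 0.68 and 0.64. Genes called among the 54 numbered 30, 2 and 3, all higher. A wider difference in cell-division transcripts between the Canton-S cross and the other 3 crosses is a candidate explanation of the shared calls. It may reflect more dividing cells among the sorted cells, the transgenes or the parental stocks, and these were not separated, so the pattern is not assigned to Svb.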
